# UNC50 Prompts G1/S Transition and Proliferation in HCC by Regulation of Epidermal Growth Factor Receptor Trafficking

**DOI:** 10.1371/journal.pone.0119338

**Published:** 2015-03-04

**Authors:** Zhou Fang, Linuo Zhou, Songmin Jiang, Lihuan Cao, Long Yu

## Abstract

**Background:**

UNC50 has long been recognized as a Golgi apparatus protein in yeast, and is involved in nicotinic receptor trafficking in *Caenorhabditis elegans*, but little is known about *UNC50* gene function in human biology despite it being conserved from yeast to high eukaryotes.

**Objectives:**

We investigated the relation between UNC50 and human hepatocellular carcinoma (HCC) and the potential mechanisms underlying HCC development.

**Methods:**

*UNC50* mRNA expression patterns in 12 HCC and adjacent non-cancerous tissues determined using northern blotting were confirmed by real-time PCR in another 44 paired tissues. Microarray experiments were used to screen for global effects of UNC50 knockdown in the Hep3B cell line, and were confirmed by real-time PCR, western blotting, flow cytometry, and tetrazolium assay in both UNC50 overexpression and knockdown Hep3B cells.

**Results:**

UNC50 expression levels were upregulated in HCC tissues in comparison with the adjacent non-cancerous tissues. UNC50 knockdown reduced mRNA levels of the downstream targets of the epidermal growth factor receptor (EGFR) pathway: cyclin D1 (*CCND1*), *EGF*, matrix metalloproteinase-7 (*MMP7*), aldose reductase-like 1 (*AKR1B10*), cell surface–associated mucin 1 (*MUC1*), and gastrin (*GAST*). Moreover, UNC50 influenced EGF, inducing cell cycle entry by affecting cell surface EGFR amounts.

**Conclusions:**

*UNC50* may plays some roles in HCC progression by affecting the EGFR pathway.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most malignant cancers worldwide, accounting for millions of deaths every year [1]. Although HCC has been intensively studied, the molecular basis underlying HCC progression remains largely elusive. DNA microarrays have aided in the discovery of novel genes that are differentially expressed in HCC in comparison to non-cancerous adjacent tissues [2]. However, many of these genes have not been investigated closely, and their functions in humans are largely unknown. Such genes should be characterized to uncover novel tumor markers, oncogenes, and therapeutic targets for HCC. To obtain this information, we must find the crosstalk between these genes and well-known pathways.

The overexpression of receptor tyrosine kinases (RTK) is a hallmark of many cancers with poor prognosis [3]. Epidermal growth factor receptor (EGFR) is the earliest known RTK family protein, and is overexpressed in a wide range of cancers, playing important roles in cell growth and survival [4]. Specific EGFR inhibitors, such as erlotinib, gefitinib, and the monoclonal antibody cetuximab are effective for treating cancer [5]. Unfortunately, the tumor cells of most HCC patients have developed other mechanisms to bypass the EGFR pathway [6], and erlotinib is inefficient for disease control in the majority of patients with advanced HCC [7, 8]. Even so, both gefitinib and erlotinib prevented HCC development in different animal models of cirrhosis; thus, the EGFR pathway is a promising target for HCC prevention [9, 10].

UNC50 is conserved in nearly all eukaryotic organisms and is located mainly in the Golgi apparatus membrane [11]. The genes abbreviated to “UNC” followed by a numeral were first discovered during screening for mutants with the same uncoordinated motor behavior phenotype in *Caenorhabditis elegans*, and were thus named. The protein products of these genes usually have no amino acid sequence or protein structure similarity. In *C*. *elegans*, mutants of the *UNC50* gene are resistant to the acetylcholine receptor (AChR) agonist levamisole [12, 13]. Moreover, it has been demonstrated that *UNC50* plays a role in levamisole-sensitive nicotinic AChR (levi-AChR) rafficking [14] in *C*. *elegans*, indicating its crucial role in nerve signal transmission at neuron–muscle junctions. However, homologs for the *UNC50* gene are conserved in most eukaryotic organisms, including yeast and plants, which do not express AChRs; in humans, UNC50 is ubiquitously expressed in cells outside the nervous system, suggesting that the *UNC50* gene plays wider roles.

Our group first cloned and submitted the full-length sequence of human *UNC50* mRNA to the National Center for Biotechnology Information database (GeneBank ID: AY017215.1 in December 2000). In this study, we illustrate that UNC50 is overexpressed in HCC, and aim to uncover one of the roles UNC50 plays in HCC progression and the potential underlying molecular mechanisms.

## Materials and Methods

### Tissue specimen collection

Fresh surgical specimens of HCC, which comprised tumor tissues and adjacent non-cancerous liver tissues, were obtained from 56 HCC patients at Zhongshan Hospital, Shanghai, China. All samples were immediately frozen in liquid nitrogen after surgery and then stored at -80°C for further analysis.

### Ethics statement

Prior to surgery, patients signed written informed consent forms for surgery and were presented the following option: “I agree to donate my resected tissue samples to Zhongshan Hospital and relevant research groups for research.” The tissue samples of those who had selected this option were stored for research purposes. The written informed consent forms for surgery were stored by Zhongshan Hospital. In addition, verbal informed consent was obtained and recorded by our research group from all patients during our telephone follow-up. The present study was approved by the Ethics Committee of the Fudan University, Shanghai, China.

### Plasmid construction

To construct the mammalian expression vector pcDNA3.1-B(-)-UNC50, the full-length open reading frame of UNC50 according to NM_014044.5 was cloned using PCR into pcDNA3.1-B(-).

We constructed pLKO.1-shRNA-MOCK (shR-MOCK), and pLKO.1-shRNA-UNC50-554 (shR-554) and pLKO.1-shRNA-UNC50 (shR-749), containing a mock control small hairpin RNA (shRNA) sequence and a 21-nucleotide target UNC50 shRNA sequence, respectively, cloned into pLKO.1 plasmids to generate UNC50 knockdown cell lines. The detailed sequence and cloning strategy for pLKO.1 can be found at the Public TRC Portal of the Broad Institute of MIT and Harvard (http://www.broadinstitute.org/rnai/public/).

### Cell culture and transfection

The human HCC cell line Hep3B was purchased from ATCC and cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS; HyClone) in a humidified incubator (5% CO_2_) at 37°C.

Plasmids were transfected into Hep3B cells with Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. Puromycin (1 μg/ml) was added to the cells for two days to purify UNC50 knockdown cells; 200 μg/ml G418 was added to the cells for two weeks to purify UNC50 overexpression cells.

### Cell cycle analysis

Cultured cells were trypsinized, washed with phosphate-buffered saline (PBS) twice, and then permeabilized with 0.05% Triton X-100 in PBS for 10 minutes. The permeabilized cells were stained with 10 μg/ml propidium iodide solution for 10 minutes in a dark box. The treated cells were analyzed by flow cytometry (FACSCalibur; BD Bioscience) to determine DNA content and cell cycle status. We collected 10,000 gated cells for each sample.

### RNA preparation, reverse transcription, and quantitative real-time PCR

Total RNA was extracted from tissues or cultured cells using TRIzol (Invitrogen) according the manufacturer’s protocol. RNA (1 μg) was used for reverse transcription with ReverTra Ace (Toyobo) using random hexameric oligos at 42°C for 1 hour, and the complementary DNA products were appropriately diluted with Milli-Q water. To rule out contamination, additional reverse transcription reactions containing no RNA were prepared as the negative controls for real-time PCR. Quantitative real-time PCR was carried out using a SYBR qPCR Mix (Toyobo) in a 10-μl reaction volume with a LightCycler 480 II (Roche) in 384-well plates (Axygen). Each reaction was repeated in three wells. We confirmed the specificity of the real-time PCR products by melting curve analysis. All gene expression levels were normalized to β-actin.

### Microarray analysis

We analyzed total RNA from UNC50 knockdown and control Hep3B cells with Agilent Gene Expression oligo microarrays. The results have been uploaded to the Gene Expression Omnibus (GEO) database (GEO accession number: GSE63322). Genes with an average negative or positive fold change of ≥1.5 times were analyzed further. Datasets were taxonomized with FunNet (http://www.funnet.info/). Gene interaction networks were drawn using STRING (http://string-db.org/).

### Northern blotting

Total tissue RNA (10 μg) was separated on 1.5% agarose gels containing 2.2 M formaldehyde and transferred onto Hybond XL membranes. The membranes were probed with α-32P-UTP (800 Ci/mmol; PerkinElmer)-labeled minus or plus strand–specific full-length UNC-50 riboprobes and exposed to a phosphorimager screen.

### Western blotting

Cells were lysed in sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) loading buffer and boiled in water for 10 minutes. Approximately 20 μg total protein extracts were loaded and separated by SDS-PAGE, and then transferred onto nitrocellulose membranes (Millipore). The membranes were blocked with 5% non-fat milk in Tris-buffered saline for 1 hour at room temperature, and then incubated with specific antibodies against EGFR, phosphorylated EGFR (pEGFR), cyclin D1 (CCND1) (Cell Signaling Technology), β-actin, myc-epitope (Sigma-Aldrich), and UNC50 (Abgent) at the appropriate dilutions at 4°C overnight. This was followed by incubation with a corresponding horseradish peroxidase–conjugated secondary antibody (Santa Cruz Biotechnology) at room temperature for 1 hour. The membrane was immersed in chemiluminescence reagent (7SeaPharmTech) and exposed with G:BOX (Syngene).

### Tetrazolium assay

Cells (1000 cells per well) were seeded onto 96-well plates (Falcon) and underwent tetrazolium (MTT) assay (Dojindo) every day. The absorbance of each well was measured 1 hour after incubation using a microtiter reader (Bio-Rad) at 530 nm.

### Flow cytometry

Cultured cells (1 × 10^6^) from each sample were trypsinized, resuspended in PBS, and fixed in 4% formaldehyde for 10 minutes at room temperature. Cells from each sample were divided into two portions for either extracellular or whole-cell staining. For the latter, cells were additionally permeabilized in chilled 90% methanol for 30 minutes on ice. Both portions were then incubated in 0.5% bovine serum albumin/PBS solution for 5 minutes twice. Subsequently, the cells were resuspended for 1 hour at room temperature away from light in 100 μl 1:10 diluted Alexa Fluor 488–conjugated EGFR antibody (Santa Cruz Biotechnology) recognizing the cell surface epitope of EGFR. The cells were washed by centrifugation in PBS twice, resuspended, and analyzed using a flow cytometer (FACSCalibur; BD Biosciences). We collected 10,000 gated cells from each sample.

### Statistical analysis

Stata 10 statistical software (StataCorp LP) was used for statistical analysis. All data are expressed as the mean ± standard error of the mean. Statistical analysis of the data was performed using Student’s *t*-test. P < 0.05 was considered significant. Materials and methods for meta-analyses have been included in S1 Text.

## Results

### UNC50 was upregulated in HCC

We identified *UNC50* as a potential upregulated gene in human HCC compared to the adjacent non-cancerous tissues during our initial screening for HCC-relevant genes by northern blotting (Fig. 1A). Quantitative PCR of *UNC50* mRNA expression levels in the 44 paired HCC samples confirmed this. Overall, 20 of 44 (45.5%) HCC cases showed significant UNC50 upregulation, 22 of 44 (50%) showed no alteration, and only two of 44 (4.5%) showed reduced UNC50 (Fig. 1B). In agreement with this, western blotting revealed that UNC50 was detectable in eleven of 12 cancer tissues and in only six of 12 non-cancerous tissues (Fig. 1C). Following systematic review of 16 independent microarray experiments in the GEO database, our meta-analysis further showed that UNC50 was significantly upregulated in HCC tissues in comparison with the paired adjacent non-cancerous liver tissues (p = 0.005) (S1 Fig.). Begg’s funnel plot was used to illustrate publication bias (S1 Fig.). The studies used in the meta-analysis have been included in S1 Table.

**Fig 1:**
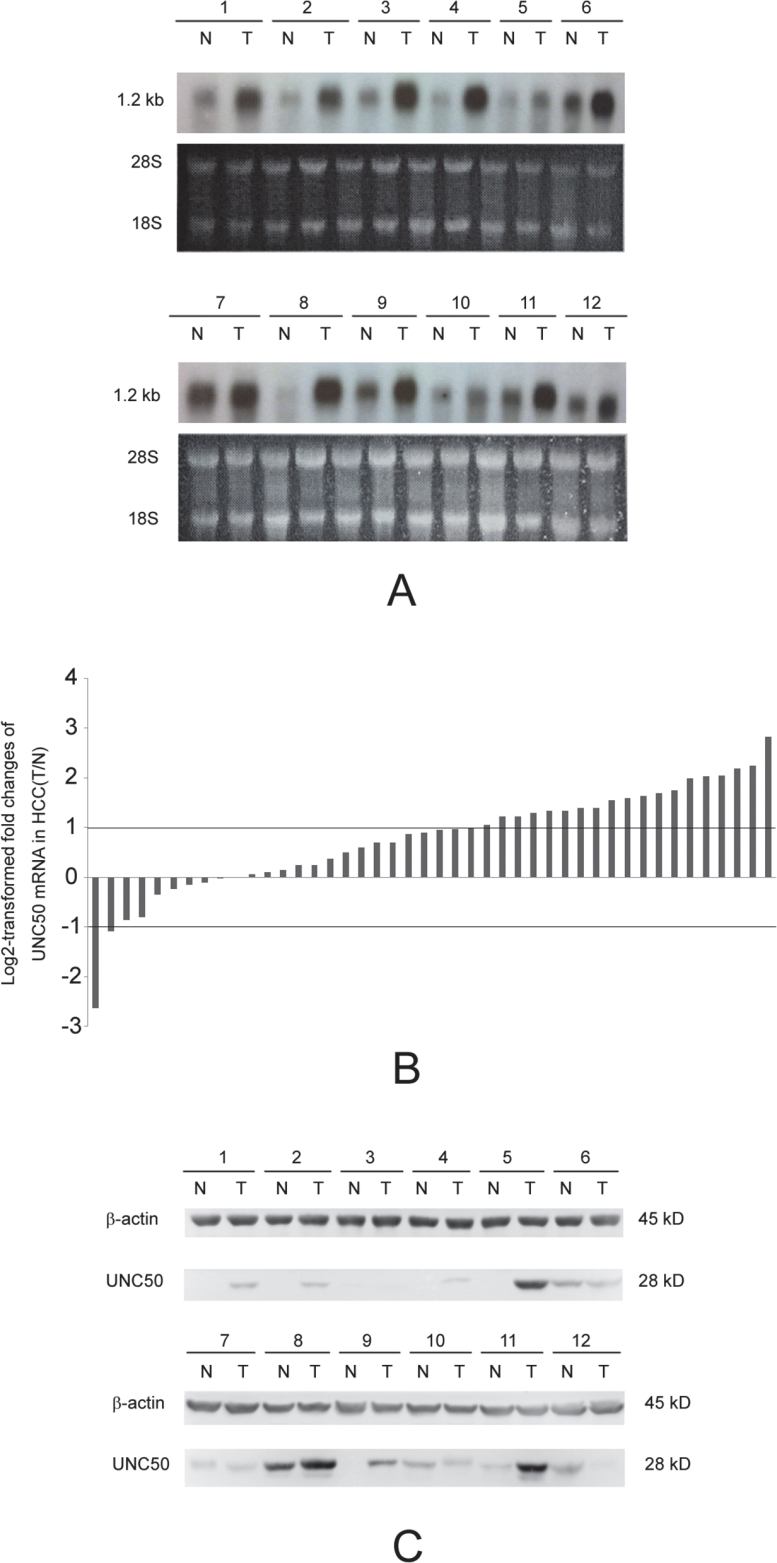
Increased UNC50 expression in HCC. (A) Northern blotting analysis of *UNC50* mRNA expression levels in 12 paired HCC tissues (T) and adjacent non-cancerous tissues (N); 28S and 18S bands were used as the references. (B) Real-time PCR analysis of *UNC50* expression levels in 44 paired tissues. Relative mRNA expression levels are normalized to β-actin; log2-transformed fold changes of HCC tissues compared to the adjacent non-cancerous tissues were calculated by the comparative cycle threshold (ΔΔCt) method. The paired tissues are ordered from low to high ΔΔCt values. Cutoff values were set to ±1 to identify the significance of changes. (C) Western blotting analysis of UNC50 levels in another 12 paired HCC tissues; β-actin was used as the reference.

### The influence of UNC50 knockdown on gene expression patterns

To gain insight into the role UNC50 plays in HCC progression, we used microarray analyses to identify indirect evidence of *UNC50* gene function via the knockdown strategy in Hep3B cells. Hep3B cells transfected with the shRNA expression plasmids shR-554, shR-749, and shR-MOCK were purified with 1 μg/ml puromycin, and the total RNA from each cell was extracted and analyzed with oligo microarrays. 

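Total RNA from Hep3B cells, a human hepatocellular carcinoma cell line, was labelled with the green dye Cy3 and hybridised to 1-colour Agilent arrays, on which each spot carries many copies of a 60-base DNA probe for one transcript. Data from 4 arrays were analysed, 1 each for cells carrying shR-MOCK, shR-467, shR-554 and shR-749. The text names shR-554 and shR-749 as the hairpins against UNC50, and Table 1 also has a column for shR-467. The 3 hairpins are different reagents against one gene and were treated as 3 replicates of UNC50 knockdown, so the spread between them includes effects that belong to a single hairpin. There was 1 mock array, and the spread between control cultures is therefore not known. All 4 arrays lay on 1 slide and were read in 1 scan. Each array had 58717 spots other than controls, for 42405 probes. The share of these spots well above background was 73.6% on the shR-MOCK array, 70.2% on shR-467, 67.6% on shR-554 and 69.9% on shR-749, and no spot was saturated.
The authors deposited the scanner's output for each array and a table of processed log2 values. The scanner software had already subtracted the background from each spot's signal. From this signal the log2 value was taken, and the 75th percentile of each array was subtracted. This percentile was 1120 for shR-MOCK, 978 for shR-467, 1390 for shR-554 and 1130 for shR-749, in units of scanner signal. Spots that the software had marked as outliers were left out, which removed between 254 and 466 spots per array, and the remaining spots of a probe were averaged. Of the 999 probes printed in 10 spots, those with every spot well above background on an array were used to gauge spot error. Their median SD between spots of one array was 0.047 to 0.059 on the log2 scale. This covers the error of the array surface for such probes, but not that of dim probes or of the culture. A probe was kept when it was well above background on the mock array or on all 3 knockdown arrays. Each gene was represented by its kept probe with the highest mean signal, and this probe was used in the counts of genes and in the fit across genes. Where the genes of Table 1 are reported singly, they were read from the probes given there, which differs from the gene's probe for MUC1 alone.
UNC50 itself was measured by 1 probe of 1 spot, A_23_P252700, at chromosome 2, 99227237 to 99227296 of the human genome build hg19. Its signal was 5010 on the mock array, 1050 with shR-467, 853 with shR-554 and 947 with shR-749. After scaling, UNC50 stood at 24.0%, 13.7% and 18.7% of its mock level with shR-467, shR-554 and shR-749. The mean log2 fold change was -2.64 over shR-554 and shR-749 and -2.45 ± 0.40 (SD, n = 3 hairpins) over all 3. Of the 25148 genes tested, UNC50 ranked number 1 by limma's unadjusted p, which was 1.33e-04 from limma, and its p after Benjamini-Hochberg adjustment in limma was 0.612.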

Fig. 2A shows that *UNC50* knockdown or overexpression successfully altered UNC50 levels in comparison with the control. 

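The methods keep genes with an average change of at least 1.5-fold in either direction, and this rule was applied to the mean of the log2 differences from the mock array. Over shR-554 and shR-749, 3748 of 25188 genes passed it, 833 of them higher and 2915 lower than with shR-MOCK. Over all 3 hairpins, 2509 of 25148 genes passed, with 574 higher and 1935 lower. Taken singly, shR-467 moved 3536 genes by at least 1.5-fold, shR-554 moved 5122 and shR-749 moved 3970. Far fewer genes moved the same way with every hairpin, namely 135 higher and 309 lower, 444 in total. With only probes well above background on all 4 arrays kept, that rule gave 122 higher and 102 lower. Of the 1935 genes lower on average, 580 were not well above background on any knockdown array, so that only a bound on their change was measured. With only probes well above background on all 4 arrays kept, 503 genes were higher and 629 lower on average.
The count depended on the threshold and on the treatment of dim probes. It came to 165 genes when 1.5 was read as a log2 value, the alternative that lowered it most, and to 5361 genes with no filter on dim probes. With quantile normalization in place of the 75th percentile it was 2244 genes, 705 higher and 1539 lower.
With 1 mock array against 3, no exact permutation test can give a p below 0.25. A fit across all genes with limma, in which the lone mock array is assumed to vary like the hairpins, called 0 genes at an adjusted p under 0.05, where the smallest adjusted p was 0.612. At an unadjusted p under 0.05 limma called 381 genes. The methods' t-test on the same values called 646 genes unadjusted and 0 after Benjamini-Hochberg adjustment.

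**Figure D1:**
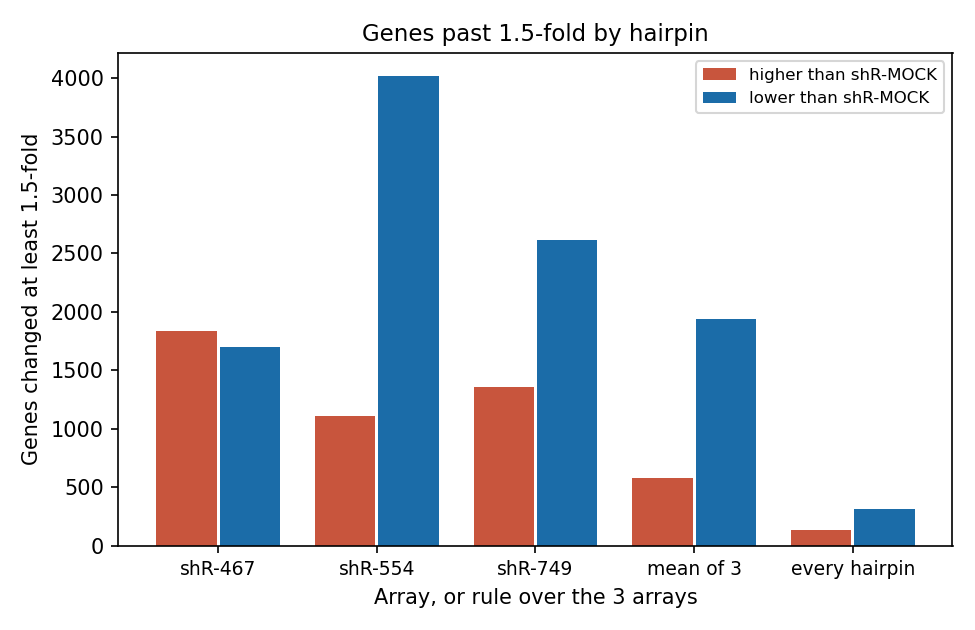
Number of genes at least 1.5-fold higher (red bars) or lower (blue bars) than with shR-MOCK, for each hairpin, for the mean of the 3 hairpins, and for genes past the threshold the same way with every hairpin. With shR-554, 1108 genes were higher and 4014 lower, whereas with shR-467 1833 were higher and 1703 lower.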

Following statistical selection of the regulated transcripts in the group, we found that 94 genes were regulated. Among them, several altered genes are the downstream targets of the EGFR pathway, including *CCND1*, *EGF*, matrix metalloproteinase-7 (*MMP7*) [15], aldose reductase-like 1 (*AKR1B10*) [16], cell surface–associated mucin 1 (*MUC1*) [17], and gastrin (*GAST*) [18]. 

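Positions are those of the array probes on hg19. The annotation of exons on that build was not used here. CCND1, which encodes cyclin D1, was read from a probe of 10 spots at chromosome 11, 69468233 to 69468292, and its mean log2 fold change was -1.31 ± 0.39 (SD, n = 3 hairpins). MMP7, at chromosome 11, 102394029 to 102394088, changed by -1.29 ± 0.15 (SD, n = 3) and varied least between hairpins. GAST, at chromosome 17, 39872073 to 39872132, changed by -2.08 ± 1.12 (SD, n = 3).
AKR1B10, at chromosome 7, 134225799 to 134225858, changed by -2.17 ± 1.17 (SD, n = 3). A second AKR1B10 probe gave -2.27 ± 1.24. The probe for its paralog AKR1B15, whose annotation also lists an AKR1B10 transcript, was well above background only on the mock array and with shR-749, so no mean is given for it, and whether the AKR1B10 probes also take up signal from AKR1B15 was not tested. For both GAST and AKR1B10, the SD between hairpins was above 1 on the log2 scale, as 1 hairpin moved the gene far less or far more than the others.
EGF, at chromosome 4, 110932689 to 110932748, was dim. Its signal was 29.3 on the mock array, where it was well above background, and 8.0, 7.6 and 6.1 with shR-467, shR-554 and shR-749, where it was not well above background. Only a bound can be given: averaged over the 3 knockdown arrays on the log2 scale, EGF was at least 1.15-fold lower, from the mock value against the lowest signal well above background on each array. With shR-467 the mock value lay almost at that lowest signal, so for this hairpin alone the bound gives next to no fall. With normexp background correction and quantile normalization its log2 fold change was -0.32. The normexp setting adds an offset of 50, which exceeds the EGF signal on the mock array and by itself shrinks the change.
For MUC1, the Table 1 probe A_33_P3332215, of 1 spot at chromosome 1, 155161975 to 155162034, changed by -1.49 ± 0.23 (SD, n = 3). A second MUC1 probe, A_23_P137856, of 2 spots and annotated to a partly overlapping set of MUC1 transcripts, was higher with every hairpin, by 0.77 ± 0.12 on the log2 scale. Both probes were well above background on all 4 arrays, the Table 1 probe by little, as its lowest signal was 1.13 times the lowest signal so classed on that array. Of 4312 genes with more than 1 kept probe, MUC1 was the only gene with a probe at least 1.5-fold higher and another at least 1.5-fold lower with every hairpin.
Over shR-554 and shR-749 alone, the mean log2 fold changes were -1.51 for CCND1, -1.28 for MMP7, -1.84 for AKR1B10, -1.51 for the MUC1 probe of Table 1 and -2.23 for GAST, each in the same direction as over all 3 hairpins. None of these 6 genes had an adjusted p under 0.05 in limma. In simulated data with the same numbers of arrays, limma called 0 of 200 genes changed 4-fold, so this does not argue against a change. The paper describes these genes as downstream targets of the EGFR pathway, states the assumption that UNC50 plays a role in that pathway, and goes on to measure EGFR and its phosphorylation.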

Table 1 lists the microarray data. 

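By hairpin, in the order shR-467, shR-554 and shR-749, the log2 fold changes computed from the scanner's signals were -2.06, -2.87 and -2.42 for UNC50, -0.91, -1.68 and -1.33 for CCND1, and -1.32, -1.42 and -1.14 for MMP7. In the same order they were -2.84, -2.86 and -0.82 for AKR1B10, -1.44, -1.74 and -1.28 for the MUC1 probe of the table, and -1.77, -3.32 and -1.14 for GAST. AKR1B10 thus stood at 14.0% and 13.7% of its mock level with shR-467 and shR-554, but at 56.6% with shR-749, whereas UNC50 was reduced with shR-749 to a level between those of the other hairpins. For GAST the lowest level was 10.0% of mock, with shR-554. EGF was not well above background on any of the knockdown arrays.
The authors' processed table gives log2 differences within 0.012 of every entry of Table 1. Its values could be recomputed from the scanner's signals by quantile normalization of probe means without the spots marked as outliers. Of 42405 probes, 5 departed from the recomputed values by more than 0.1 on any array, and these were the probes for CCND1, EGF, MMP7, MUC1 and GAST. The probes for UNC50 and AKR1B10 did not depart. Recomputed in this way, the log2 fold changes with shR-467, shR-554 and shR-749 were -0.93, -1.68 and -1.34 for CCND1, -1.40, -1.40 and -1.14 for MMP7, -1.67, -1.48 and -1.28 for MUC1, and -1.79, -3.26 and -1.15 for GAST.

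**Figure D2:**
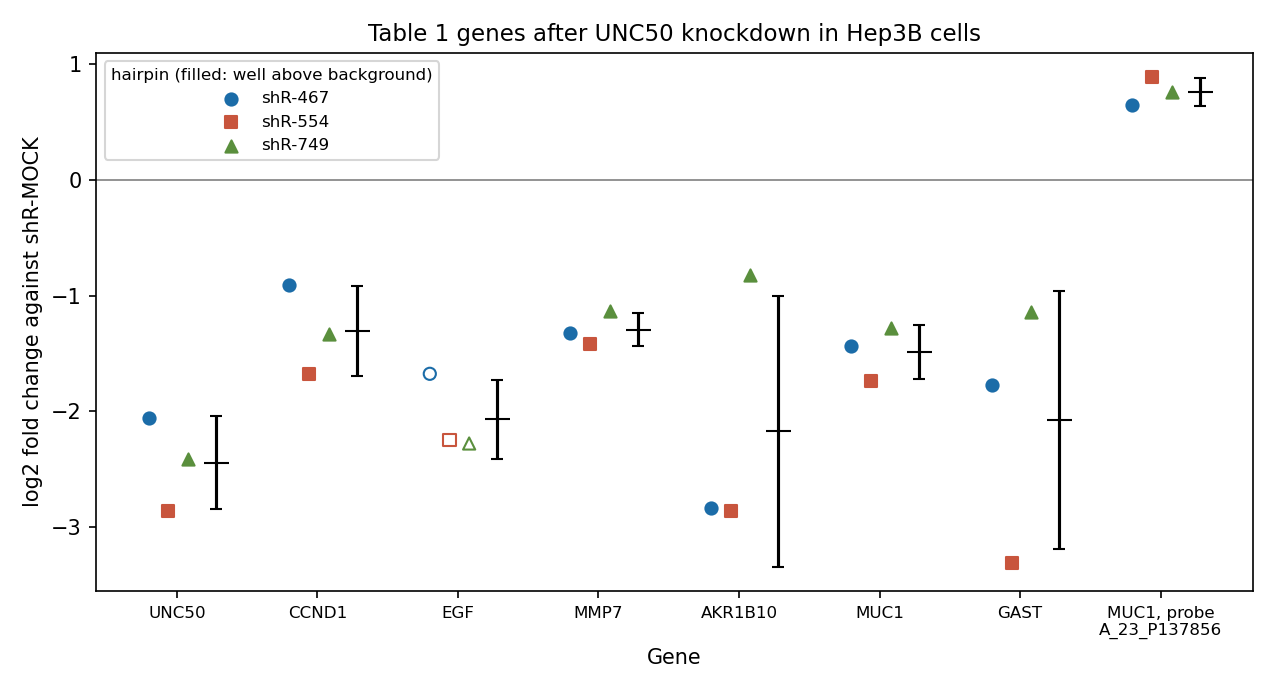
Log2 fold change against shR-MOCK for the 7 genes of Table 1 and for the second MUC1 probe. Each point is 1 array (circle, shR-467; square, shR-554; triangle, shR-749), open where the probe was not well above background on that array, and the black bar is the mean with SD over the 3 hairpins. All 7 Table 1 probes lie below 0 and the second MUC1 probe lies above it, at 0.65, 0.89 and 0.76.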

The microarray results were confirmed by real-time PCR analysis of *UNC50*, *CCND1*, *EGF*, *MMP7*, *AKR1B10*, *MUC1*, and *GAST* (Fig. 2B) in UNC50 overexpression and knockdown Hep3B cells.

**Fig 2:**
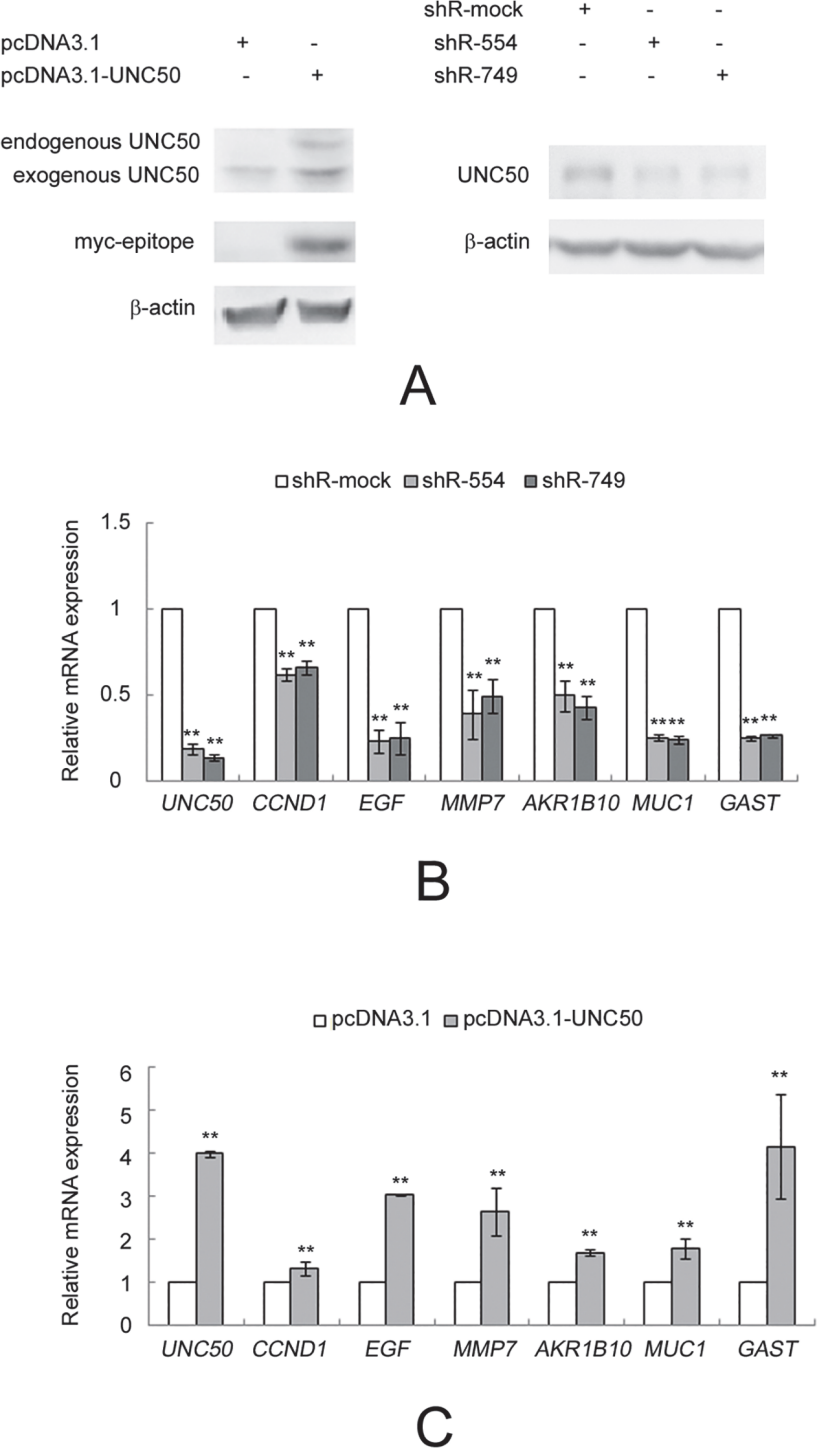
Confirmation of microarray results in UNC50 overexpression and knockdown Hep3B cells. (A) Western blotting confirmation of the effectiveness of UNC50 overexpression and knockdown; β-actin served as the reference. (B, C) Real-time PCR confirmation of seven regulated genes in response to UNC50 (B) knockdown or (C) overexpression; expression levels were normalized against β-actin. **: p<0.01.

**Table 1:** List of main regulated genes downstream of the EGFR pathway in UNC50 knockdown Hep3B cells.

Gene Symbol	Probe Name	Gene Name	Fold Change (log2 transformed)		
			shR-467	shR-554	shR-749
UNC50	A_23_P252700	unc-50 homolog	-2.05	-2.90	-2.40
CCND1	A_23_P202837	cyclin D1	-1.42	-1.68	-1.47
EGF	A_23_P155979	epidermal growth Factor	-2.23	-1.55	-1.76
MMP7	A_23_P52761	matrix metallopeptidase 7	-1.72	-1.42	-1.14
AKR1B10	A_24_P129341	aldo-keto reductase family 1, member B10	-3.01	-2.74	-0.83
MUC1	A_33_P3332215	mucin 1	-1.65	-1.27	-0.98
GAST	A_23_P159191	gastrin	-1.70	-2.64	-0.67

### UNC50 activates EGFR pathway in a ligand-dependent manner

We assumed that UNC50 plays a role in the EGFR pathway. The EGFR pathway is crucial to cell cycle progression and proliferation. However, both total EGFR protein (Fig. 3A) and *EGFR* mRNA (data not shown) levels remained unchanged, suggesting that UNC50 acts in a post-translational manner. Therefore, we evaluated EGFR pathway activity by detecting the phosphorylation levels of EGFR at tyrosine 1068 (pEGFR-1068) with immunoblot assays. As cellular pEGFR-1068 levels are sensitive to extracellular ligand stimulation (ligand-dependent) and cell–cell contact (ligand-independent), we seeded equal numbers of cells to reach similar confluence (approximately 40%) after adherence and starved the cells for 24 hours before the different treatments. As shown in Fig. 3A, the EGFR pathway activity of the cells was proportional to that of UNC50 expression levels when cultured in DMEM with 10% FBS for 8 hours. Moreover, such effects were enhanced when 1 ng/ml EGF was added. However, we were unable to detect the pEGFR-1068 levels in cells cultured in serum-free medium, indicating that ligand-independent activation was scarce. From this, we may infer that UNC50 affects EGFR pathway activity in a ligand-dependent manner.

**Fig 3:**
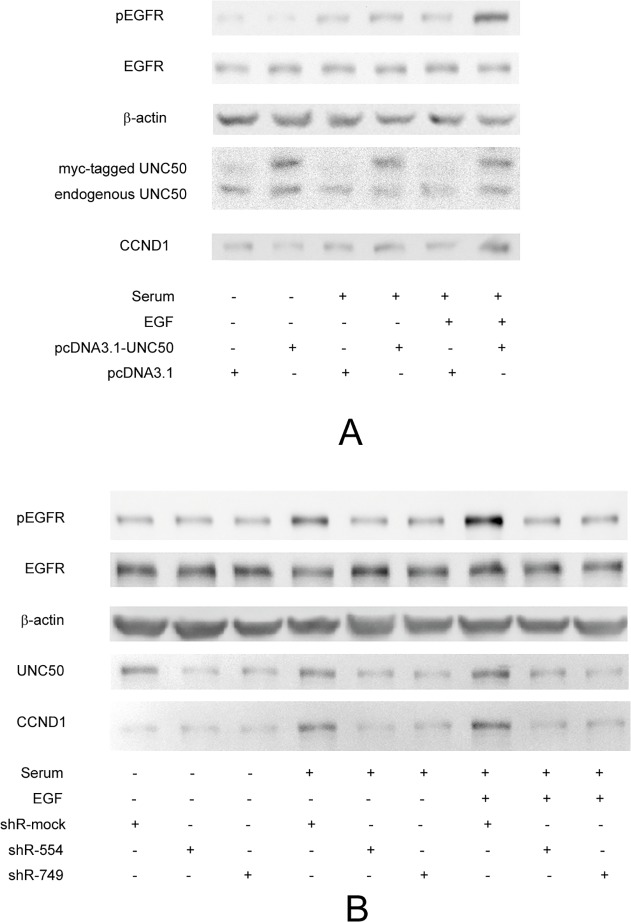
Western blotting confirmation that UNC50 affects cellular EGFR pathway activity. Cells (10^5^ from each cell type) were seeded to 24-well plates in DMEM with 10% FBS (Complete medium). After adherence, cells were pre-treated with serum free DMEM for 24 hours before being stimulated with either flesh serum free DMEM, complete medium, or complete medium with 1ng/ml EGF for 8 hours. Lysates were then collected and analyzed for pEGFR, EGFR, β-actin, cyclin D1 and UNC50 by western blot. SF = serum-free DMEM.

### UNC50 prompted cell cycle entry and proliferation through the EGFR pathway

CCND1 is a key component of the G1/S checkpoint and is a downstream target of the EGFR pathway. As both CCND1 mRNA (Fig. 2B) and protein levels (Fig. 3) were altered in accordance with UNC50 levels, we examined the cell cycle distribution of cells in which UNC50 expression levels had been modified. Cells were synchronized in the G0 phase through serum starvation before treatment. Following release from the G0 phase by serum stimulation, more cells were arrested in G0/G1 phase after UNC50 knockdown, and vice versa; the addition of EGF further enhanced these differences (Fig. 4A). Erlotinib, a specific EGFR inhibitor, countered the effects of EGF stimulation, indicating that the role of UNC50 in the cell cycle relies on, at least partly, a functional EGFR pathway.

**Fig 4:**
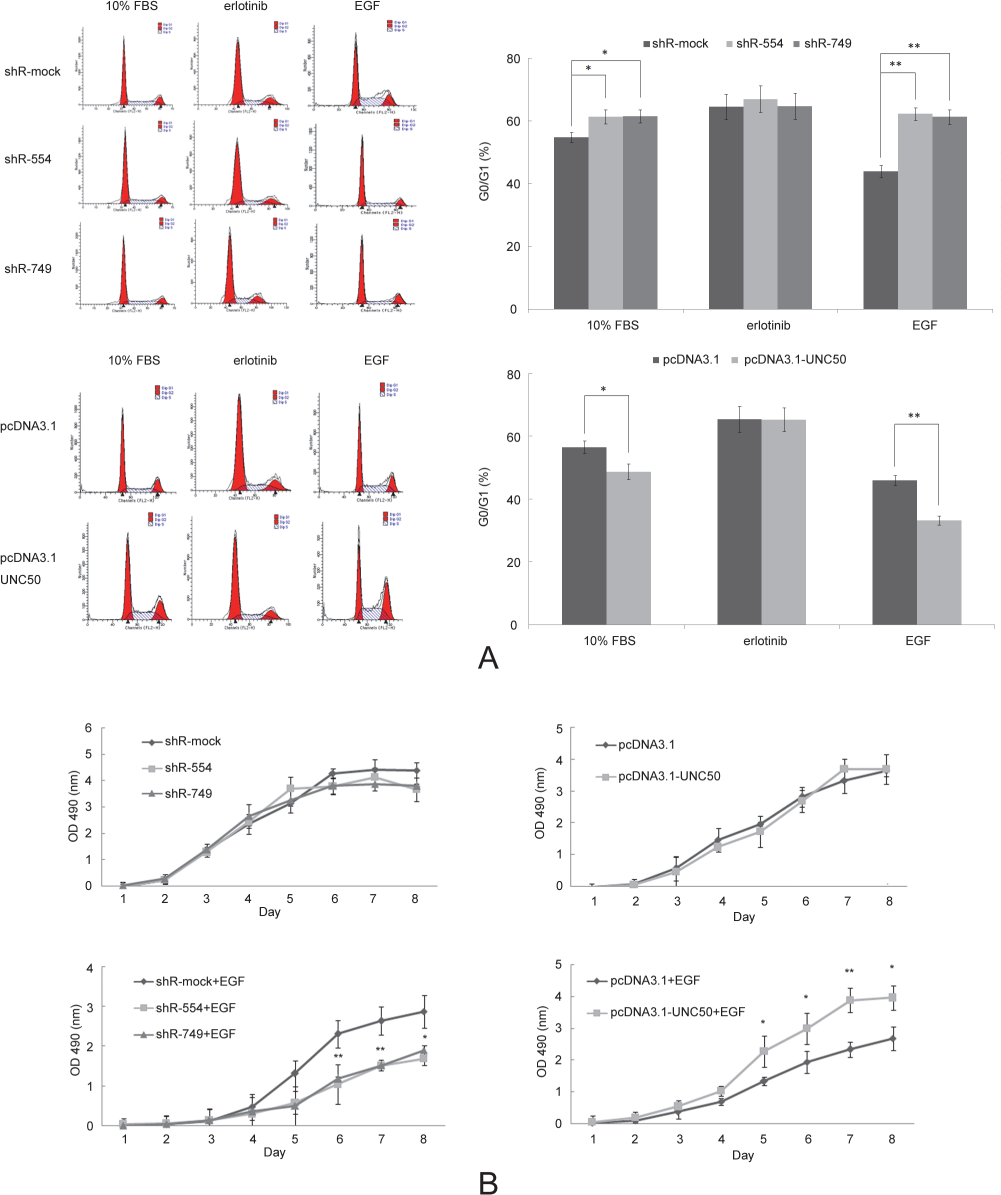
UNC50 prompts EGF-induced cell cycle entry and proliferation. (A) Flow cytometry analysis of cells stimulated with complete medium (10% FBS), complete medium with 1 ng/ml EGF (EGF) added for another 24 hours, or 10 μmol/ml erlotinib (Erlotinib) after EGF treatment. (B) MTT evaluation of cell proliferation status. Top: Cells were cultured in complete medium without change of medium; cell vitality was analyzed every 24 hours. Bottom: Cells were cultured in complete medium with 1 ng/ml EGF and replaced with fresh medium every 12 hours to sustain EGF levels. Cell vitality was analyzed every 24 hours. *: p<0.05, **: p<0.01.

To support our cell cycle results, we evaluated the cell proliferation states using the MTT assay. No significant difference was observed under normal conditions (10% FBS in DMEM). Constantly supplying low levels of EGF to the cultured cells (approximately 1 ng every 12 hours) greatly enhanced the corresponding differences among the cells, further supporting our earlier results (Fig. 4B).

### UNC50 affected cell surface EGFR amounts

As UNC50 regulates nicotinic AChR trafficking to the cell membrane [14], we hypothesized that UNC50 acts similarly with EGFR. To test this, we stained cells with fluorescence-labeled EGFR antibodies with or without cell membrane permeabilization and compared cell surface EGFR amounts using flow cytometry. To eliminate the influence of ligands on EGFR translocation, we cultured the cells in serum-free medium for 24 hours before staining. As expected, the fluorescence intensity of the non-permeabilized stained cells was weaker and proportional to UNC50 expression levels (Fig. 5A, B); the fluorescence intensity of the permeabilized cells was stronger and not correlated with UNC50 expression levels (Fig. 5C, D). Moreover, the immunofluorescence experiment showed that UNC50 knockdown dramatically altered EGFR location (Fig. 5E). We could not visualize the EGFR changes by immunofluorescence following UNC50 overexpression (Fig. not shown) because the effects of UNC50 overexpression (Fig. 5B, D) on EGFR translocation were much weaker than that of UNC50 knockdown (Fig. 5A, C). These data show that UNC50 may be crucial for EGFR distribution without much change in total cellular EGFR.

**Fig 5:**
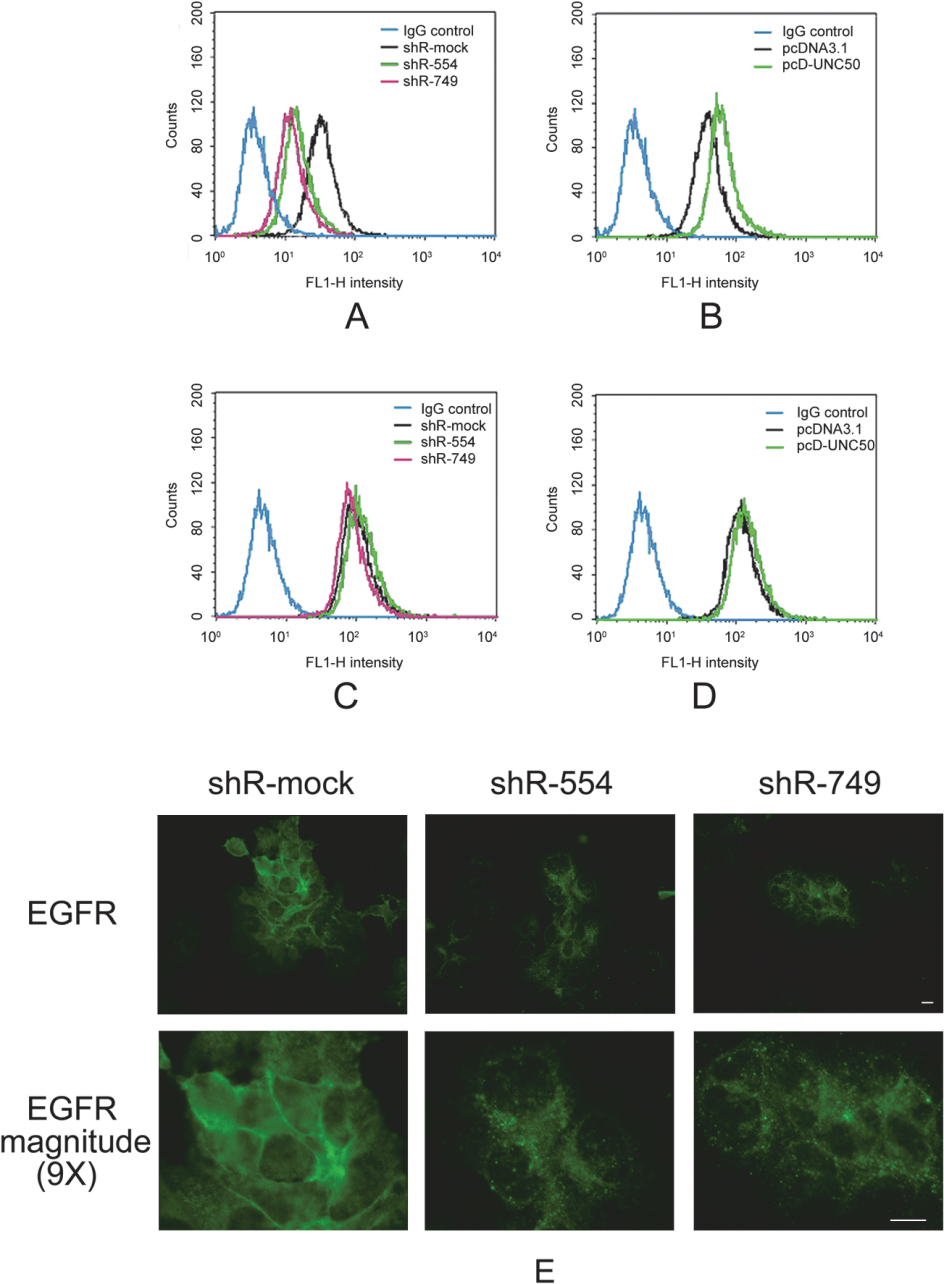
Flow cytometry and immunofluorescence analyses of EGFR distribution. (A, B) Cells not treated with 0.05% Triton X-100 before antibody staining, (C, D) Cells permeabilized by 0.05% Triton X-100 before antibody staining. Isotype rabbit immunoglobulin G (IgG) was used as the negative control. (E) Cells were stained for EGFR with Alexa 488-conjugated EGFR antibody and visualized under a fluorescence microscope at 488 nm excitation light. Scale bar is 10 μm.

## Discussion

To our knowledge, this is the first study on UNC50 function in HCC and the second report on UNC50 in humans. The first study of the *UNC50* gene in humans illustrated the role UNC50 may play in mechanical stress in periodontal tissues [19].

In this study, we found that UNC50 is upregulated in HCC. The expression levels of many genes are dramatically altered in HCC, but we are ignorant of their functions therein. Uncovering their roles in HCC may help us understand the molecular basis underlying HCC and thus provide novel therapy targets for HCC prevention and/or therapy, and *UNC50* might be one such target.

It has been reported that UNC50 is a Golgi apparatus membrane protein [11]. Very few Golgi apparatus–related proteins are reported as being related to HCC progression despite the Golgi apparatus being a crucial cellular apparatus. GP73, a Golgi protein secreted into the serum, is a promising serum marker for diagnosing HCC [20].

Using 2D–SDS-PAGE, Yang et al. screened for Golgi proteins up- or downregulated in HCC [21]. They did not pick up the UNC50 protein spot in the matrix-assisted laser desorption/ionization–time-of-flight mass spectrometry. However, among the 17 differentially expressed proteins selected, COG8 (one of the eight subunits of the conserved oligomeric Golgi protein complex), has a yeast homolog, Cog8p, that interacts with Gmh1p (the yeast homolog for UNC50), as demonstrated in two independent large-scale screening experiments for protein interactions in yeast [22, 23]. Table 2 contains the full list of Gmh1p interaction partners.

**Table 2:** Gmh1p interaction partners in yeast.

Pubmed ID	Gene name
12808035	Arf1 Gea1** Gea2**
20093466	Arl1 Imd4 Cog5 Cog6* Cog7 Cog8* Dep1 Gdh2 Rgp1 Rml2 Rps29A Rud3* Snf2 Ypt6**
11743162	Bzz1 Lsb3 Sla1 Ysc84
23891562	Cog6* Cog8* Get2 Rud3* Sys1 Ubx2 Ypt6** Get2
22579291	Hda1
22282571	Hog1 Ptk2 Slt2 Alk2
19840948	Nab2
12436259	Pol31
14764870	Ric1 Ypt6**
23793018	Ubi4
10688190	Ypt31

*Interactions were evident in two independent experiments.

**Interactions were evident in at least three independent experiments.

Despite these findings, current knowledge of Golgi apparatus proteins in HCC progression is scanty. Our research brings a new Golgi apparatus protein, UNC50, to more attention.

Using gene expression microarray analyses, we were able to screen for the oncological roles of UNC50 indirectly by interfering with UNC50 expression levels in Hep3B cells. The Hep3B cell line lacks the retinoblastoma (*RB*) and *P53* genes, and has a hepatitis B virus (HBV) infection background. In our opinion, it is the appropriate cell model for Chinese HCC patients because most of these patients have a history of chronic HBV infection. The gene expression patterns revealed impaired expression levels of downstream targets of the EGFR pathway. We evaluated EGFR pathway activity by examining EGFR phosphorylation; western blotting showed that pEGFR levels were related to UNC50 expression, indicating that UNC50 plays a role in the EGFR pathway. In accordance with the molecular phenotype, we observed G0/G1 arrest and retardation of proliferation following UNC50 inhibition, and vice versa, upon EGF stimulation. We observed only marginal effects of UNC50 inhibition or overexpression on the cell cycle and no effect on proliferation because the ability of FBS to activate EGFR is very limited (Fig. 3A). Adding erlotinib, a specific EGFR inhibitor, abrogated the cell cycle differences, indicating that the impact of UNC50 on the cell cycle relies on a functional EGFR pathway.

Notably, total EGFR protein and *EGFR* mRNA levels did not change with UNC50 levels, thus UNC50 must act in a post-translational manner. EGFR staining with antibodies and flow cytometry analysis with or without permeabilization demonstrated that cell surface EGFR amounts are altered upon UNC50 overexpression or inhibition (Fig. 5), indicating that UNC50 influences EGFR translocation to the cell membrane despite total EGFR remaining unchanged. EGFR is rapidly internalized into endosomes and recycled to the cell surface even in the absence of ligands; endosomal retention is a key determinant for cell surface EGFR amounts [24]. UNC50 may play a role in facilitating EGFR recycling, thus increasing cell surface EGFR amounts. It is worth noting that EGFRs cycled between the cell surface and endosomes are less likely to be degraded [25]. That is why the total EGFR amount remained unchanged even when EGFR distribution was altered.

How could UNC50 influence the endosomal process if it is a Golgi apparatus membrane protein? We found that the recombinant UNC50 protein, with enhanced green fluorescent protein linked to its C-terminal, was located mainly in the Golgi apparatus and endoplasmic reticulum regions (Fig. 6). Moreover, an early study demonstrated that UNC50 is an inner nuclear membrane protein [26]. The Golgi apparatus is a hub for protein sorting and trafficking. A previous study showed that UNC50 affects receptor trafficking indirectly [14] and does not require colocalization with these receptors, and this might be the case for the relation between UNC50 and EGFR. The details regarding UNC50 location in HCC cells requires more evidence.

**Fig 6:**
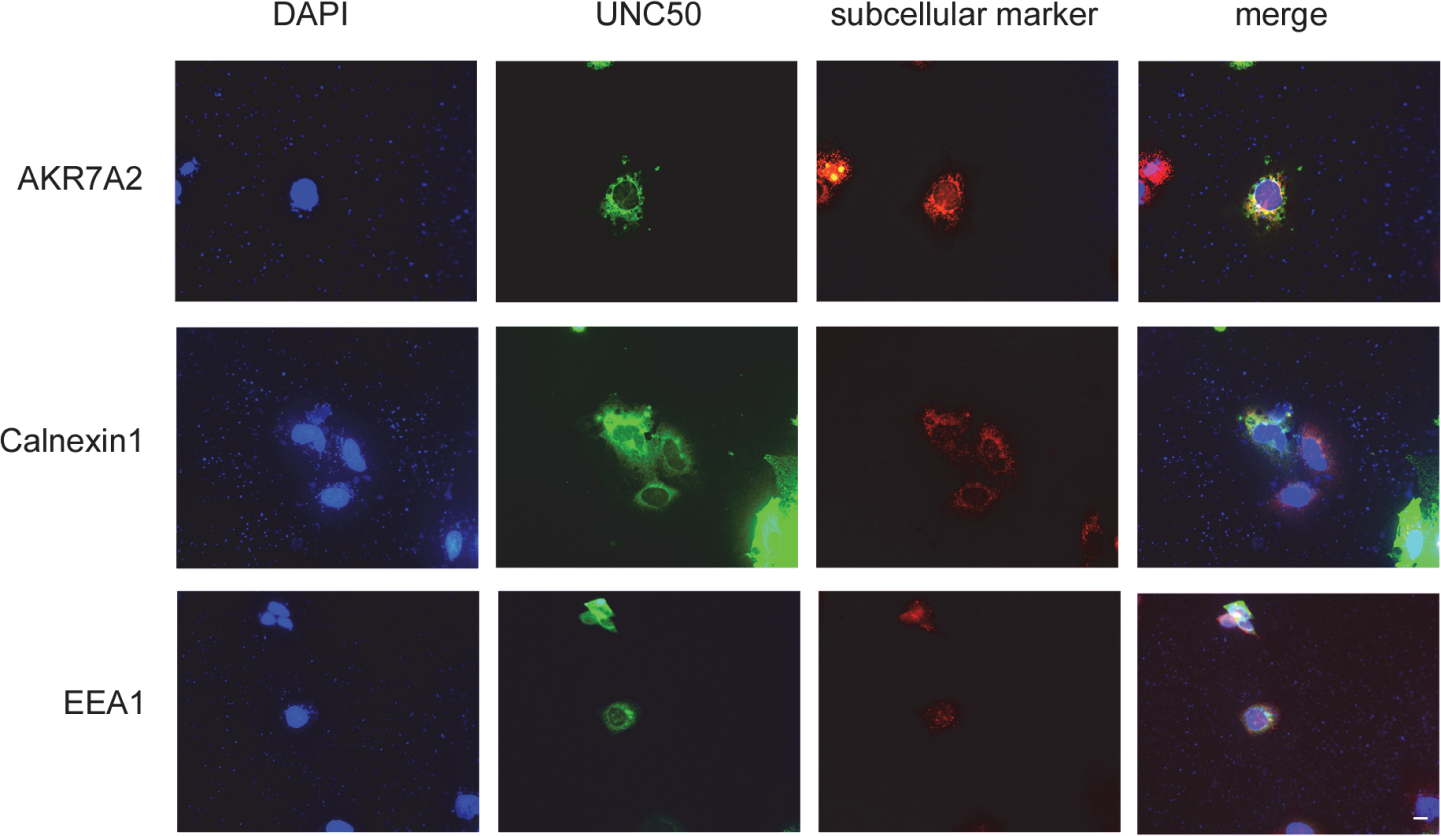
Distribution of recombinant UNC50 protein. Hep3B cells at approximately 40% confluence were transfected with 1 μg pEGFP-N1-UNC50. After 48-hour transfection, cells were fixed in 4% paraformaldehyde and stained for Golgi apparatus, endoplasmic reticulum, and early endosome markers AKR7A2, calnexin 1, and early endosomal autoantigen 1 (EEA1), respectively. Cells were examined under a fluorescence microscope at corresponding excitation light. Scale bar is 10 μm.

There are many types of receptors, and for UNC50 to solely affect EGFR translocation would not be logical. Eimer et al., who studied levi-AChR, encountered the same puzzle regarding the specificity of UNC50 [14]. They clarified this by assuming that UNC50 plays a redundant role in protein trafficking and that levi-AChR exclusively relies on UNC50 functions. They also mentioned that apart from impaired movement, *C*. *elegans* UNC50 mutants exhibited only marginal phenotypes, which was greatly similar to our findings. Differing from their explanation for levi-AChR, we hypothesize that UNC50 is a global factor for protein trafficking. UNC50 plays certain roles for a specific protein (not confined to the receptor), and affects the counterpart of this protein, thus its effects are neutralized. Moreover, the effects of UNC50 on a small number of proteins are not totally neutralized; as the present study reveals, EGFR happens to be one of them. This may better explain the fact that UNC50 is conserved among all eukaryotic organisms, as both EGFR and AChR do not exist in all eukaryotic organisms. However, the implications of UNC50 in other protein trafficking processes require further extensive study.

In summary, UNC50 enhances the EGFR pathway by facilitating EGFR translocation to the cell surface in the HCC cell line Hep3B, and promotes cell cycle entry and proliferation in the presence of EGF. This study relates the novel Golgi apparatus membrane protein UNC50 to an important tumor-promoting pathway that involves EGF. Further studies will determine its roles in HCC progression in detail.

## Supporting Information

S1 Fig Meta-analysis of UNC50 expression in paired HCC tissues. (A) Forest plot of UNC50 expression fold changes (log2 scale) and corresponding 95% confidence intervals. A random effects model was used to exclude the influence of heterogeneity. (B) Funnel plot depicting publication bias at 95% confidence intervals.
(TIF) Click here for additional data file.

S1 Table Basic characteristics of the studies included for meta-analysis. (DOCX) Click here for additional data file.

S1 Text Materials and methods for meta-analyses. (DOCX) Click here for additional data file.

# Supplementary material for: UNC50 Prompts G1/S Transition and Proliferation in HCC by Regulation of Epidermal Growth Factor Receptor Trafficking
**Source:** PLoS One. 2015 Mar 4;10(3):e0119338. doi: 10.1371/journal.pone.0119338
**Supplement:** S1 Table

**S1 Table**. Basic characteristics of the studies included for meta-analysis

| GEO accession | year | country | number | platform | Channel^*^ | Contributor | contact name |
| --- | --- | --- | --- | --- | --- | --- | --- |
| GSE14811 | 2009 | South Korea | 56 | others | 2 | Kim B, et al | Kim B |
| GSE22058-GPL6793 | 2010 | Hong Kong | 96 | Merck | 1 | Burchard J, et al | Burchard J |
| GSE54236 | 2014 | Italy | 75 | Agilent | 1 | Villa E, et al | Villa E |
| GSE51401 | 2013 | China | 32 | Affymetrix | 1 | Sun H, et al | Kong LQ |
| GSE14323-GPL571 | 2009 | USA | 11 | Affymetrix | 1 | Mas VR, et al | Archer KJ |
| GSE14520-GPL571 | 2009 | USA | 19 | Affymetrix | 1 | Roessler S, et al | Wang XW |
| GSE17856 | 2009 | USA | 40 | Agilent | 2 | Tsuchiya M, et al | Rusyn I |
| GSE19665 | 2009 | Japan | 10 | Affymetrix | 1 | Nagae G, et al | Kaneda A |
| GSE17548 | 2009 | Turkey | 13 | Affymetrix | 1 | Ozturk M, et al | Ozturk M |
| GSE29721 | 2011 | Canada | 10 | Affymetrix | 1 | Bhattacharyya B, et al | Suderman M |
| GSE3632 | 2005 | France | 22 | others | 1 | Derambure C, et al | Salier J |
| GSE41804 | 2012 | Japan | 20 | Affymetrix | 1 | Hodo Y, et al | Hodo Y |
| GSE46408 | 2013 | Taiwan | 6 | Agilent | 1 | Jeng Y, et al | Jeng Y |
| GSE45267 | 2013 | Taiwan | 24 | Affymetrix | 1 | Wang H, et al | Hsieh JY |
| GSE41160 | 2012 | France | 12 | Illumina | 1 | Caboux E, et al | Calvez-kelm F |
| GSE45114 | 2013 | China | 23 | others | 2 | Wei L, et al | Wei L |

*Microarrays use only one channel (cyanine [Cy] 3 or Cy5) or two channels (both Cy3 and Cy5)

# Supplementary material for: UNC50 Prompts G1/S Transition and Proliferation in HCC by Regulation of Epidermal Growth Factor Receptor Trafficking
**Source:** PLoS One. 2015 Mar 4;10(3):e0119338. doi: 10.1371/journal.pone.0119338
**Supplement:** S1 Text

**Materials and Methods**

*Data collection*

Using the key words “hepatocellular carcinoma” and filters “Series” (entry type), “*Homo* *sapiens*” (organism), “expression profiling by array” or “expression profiling by high throughput sequencing” (study type), and “tissue” (attribute name), we searched the GEO database for datasets uploaded before September 2010. We retrieved independent datasets containing paired HCC tissues and adjacent non-cancerous tissues. The datasets used in this study are listed in S1 Table. 

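These datasets come from other laboratories and hold tumour and adjacent tissue of patients. They were not analysed here. As the supplement describes it, each dataset contributes a mean difference in UNC50 signal between tumour and paired non-cancerous tissue on the log2 scale, with its confidence interval. A random effects model then combines the datasets under the assumption that the true difference varies between them, so that a large dataset carries less weight than it would if one common difference were assumed. A funnel plot sets each dataset's difference against its precision, and an uneven funnel is read as a sign that small datasets with weak differences are missing.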

The normalized microarray data of the paired tissue samples were downloaded directly from the GEO database.

*Data processing*

All samples and corresponding data were paired manually according to the sample descriptions. Probe signal intensity for *UNC50* gene expression was extracted from these data. Except the microarray data with log2-transformed signal intensity, the signal intensity are log2-transformed. Log2-transformed fold change of UNC50 expression level was calculated by subtracting the UNC50 signal intensity of HCC tissues from that of the paired noncancerous tissue. Meta-analyses were performed using a random effects model, and a forest plot was drawn using STATA 12. The mean log2-transformed fold change and 95% confidence interval were calculated. Begg’s funnel plot was drawn using STATA 12 to visualize publication bias for the meta-analyses.

How the deposited data were processed for this re-analysis (not part of the article)

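Gene expression was measured in Hep3B cells carrying a mock hairpin (1 array) or 1 of 3 hairpins against UNC50 (shR-467, shR-554 and shR-749, 1 array each). Conditions were taken from the sample labels, which name the hairpins, and from the paper, whose text names shR-554 and shR-749 and whose Table 1 also gives shR-467. No sample was left unmapped.

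For each array the authors deposited the output of Agilent's Feature Extraction software, version 10.7.1.1, in which the intensity of each spot is given raw, as local background and as a processed signal with the background subtracted. The array holds 62976 spots, 4259 of them controls. Of the 42405 probes other than controls, 34085 are printed in 1 spot, 7321 in 2 and 999 in 10. The authors also deposited a table of processed log2 values for the same arrays, whose normalization the paper's text does not name. Set against the scanner's signals, this table was found to hold quantile-normalized means of the log2 signals of each probe's spots, without spots marked as outliers, with a median difference of 0.00105 from the recomputed values among probes outside Table 1. Other units in the scanner output, such as the software's marks for saturation, outliers and signals well above background, were used as filters only.

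The main values are the log2 of the processed signal minus the 75th percentile of each array over spots other than controls. Marked outlier spots were left out and the spots of a probe averaged. Probes were kept when well above background on the mock array or on all 3 knockdown arrays, which left 25148 genes. A gene was represented by its kept probe with the highest mean, and the genes of Table 1 were also read from the probes listed there. Gene names are those of the array design, and 15507 of the 25148 matched a symbol or synonym in the RefSeq gene table of assembly GRCh38.p14, which was used for names only. Positions are those of the array annotation on hg19. The signal over background limits the precision, since between 67.6% and 73.6% of the spots of an array were well above background. Where a probe was not well above background on any array of a group, only a bound is given.

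Genes were counted as changed when the mean of the 3 log2 differences from the mock array reached 1.5-fold, after the paper's methods, and separately when every hairpin reached it in the same direction. Differences were tested with limma 3.58.1 (lmFit and eBayes with a mean-variance trend, Benjamini-Hochberg adjustment), with 2 residual degrees of freedom and a prior of 4.98. In this fit the lone mock array is assumed to vary like the hairpins. Each array in turn was also set against the other 3, since the 4 choices show whether the mock array stands apart. Correlations between hairpins share the mock array and were set beside the value from simulated unchanged arrays. Fixed lists of genes for MAPK activity, the EGFR family and its ligands, G1/S, G2/M, the interferon response and ER stress were compared with 10000 random lists matched on mean expression in 50 bins.

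The genes named in the text were fixed by a rule before the data were examined: every gene the paper names from the arrays, the EGFR family and its ligands, and the 5 largest mean rises and 5 largest mean falls among genes well above background on all 4 arrays and changed at least 1.5-fold the same way with every hairpin. Members of a fixed list are named where the list is reported. The paralog AKR1B15 and the genes called by limma under single alternatives were named after their values were seen.

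The alternatives were quantile normalization, median scaling, normexp background correction with an offset of 50 followed by quantile normalization, the authors' processed values, low signals raised to the lowest signal well above background, other filters on dim probes, marked spots kept, the mean over a gene's probes, other thresholds, the methods' t-test, limma without the trend, and each hairpin left out. A block for slide or scan was planned but could not be fitted, as all arrays shared 1 slide and 1 scan.

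The steps were tested on simulated data in which 200 of 25148 genes were changed 4-fold between knockdown and mock, with each gene's spread taken from the 3 hairpins. Of these, 198 passed 1.5-fold on average and 99.5% had the right sign, while limma called 0 of the 200 at an adjusted p under 0.05. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The PCR, western blot, flow cytometry and tissue experiments of the paper were not analysed here.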

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

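All tests of explanations in this part were chosen after the results were seen, while the rule that named the genes was set earlier.

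The second MUC1 probe, A_23_P137856, is listed because it rose in data that the paper does not discuss. It was higher than on the mock array by 0.65, 0.89 and 0.76 on the log2 scale with shR-467, shR-554 and shR-749 (mean 0.77 ± 0.12, SD, n = 3 hairpins), while the Table 1 probe was lower with all 3. Scaling of the arrays shifts both probes of an array alike, yet the difference between their fold changes was -2.25 ± 0.33 (SD over the 3 hairpins), which scaling cannot produce. With normexp background correction, whose offset of 50 draws dim signals together, the difference was -1.05 ± 0.10 and the probes still moved in opposite directions. Such an offset shrinks a change in dim signals rather than reversing it, so the kept direction is no test. The lowest signal of the Table 1 probe was 1.13 times the lowest signal well above background on that array, so the size of its fall, and of the difference between the probes, is uncertain. The transcripts to which the probes are annotated overlap in part. A change in the use of MUC1 transcripts and a probe that also binds another RNA both stay open and were not tested. A single mock culture limits each explanation.

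The 5 largest falls with every hairpin belonged to genes outside those the paper discusses. REG3A changed by -3.43 ± 1.61 (SD, n = 3), REG3G by -3.21 ± 1.20, LCN2 by -3.19 ± 1.20, LOC100131907 by -2.95 ± 0.17 and REG1A by -2.85 ± 0.65. REG3A, REG3G and REG1A encode secreted lectins of one family and LCN2 encodes a secreted lipocalin. REG3A was among the bright probes, with a signal of 63098 on the mock array against 2450 with shR-467, 26348 with shR-554 and 3395 with shR-749. REG1A fell from 32696 to between 2765 and 6498. Signals near background do not account for REG3A, REG1A and LCN2, as the lowest signal of these 3 probes on any array was 5.02 times the lowest signal well above background there. REG3G and LOC100131907 came closer to that limit, at 2.46 and 1.50 times. The related gene REG1B, named after its values were seen, was dim and changed by -0.11 ± 0.19. REG3A and REG3G are paralogs, and their probes may share signal, which was not tested. With 1 mock array, a mock culture that happened to express these genes more strongly, for example at another density, cannot be told apart from an effect of UNC50. Lower expression after loss of UNC50 stays open as well. The fall of these 5 genes kept its sign in all 10 alternatives, and the range for REG3A was -4.36 to -2.90. Much of this was fixed in advance. The genes were chosen because every hairpin lowered them, so leaving out a hairpin could not change the sign. The settings for low signals, marked spots and multiple probes left their values unchanged. The sizes were less stable: with normexp LOC100131907 changed by -1.81, beyond its spread between hairpins. REG3A and REG3G, the genes that limma called when shR-554 was left out, then changed by -4.36 and -3.87. Of the 3 hairpins shR-554 lowered both genes least, with log2 fold changes of -1.57 and -1.89. Whether this accounts for the calls was not tested.

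The 5 largest rises, also outside the paper's genes, were 2.65 ± 0.57 (SD, n = 3) for the probe A_33_P3276927, which has no gene name, 2.31 ± 0.31 for BM977558, 2.28 ± 0.64 for AW303581, 1.83 ± 0.88 for TMEM151A and 1.75 ± 1.02 for FGB. The first 3 are unnamed transcripts or expressed sequence tags. A_33_P3276927 was at 1.05 times the lowest signal well above background on the mock array, so the size of its rise is uncertain. FGB, which encodes the beta chain of fibrinogen, rose by 0.65 with shR-467 and by 1.94 and 2.67 with shR-554 and shR-749. With normexp the first 3 rose by 1.17, 1.39 and 1.64 instead, each a shift beyond the spread between hairpins. No explanation was tested for these rises, and 1 mock array is again the limit.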

How the results depend on the processing

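The alternatives were fixed before the data were examined, apart from 3 that were chosen after seeing the data: gene names matched to RefSeq, the second MUC1 probe, and CCND1 under quantile normalization of probe means, which gave -1.32. Of 259 alternative values, 227 stayed within the spread between hairpins or, for counts, within 1.5 times the main count. Many of these could not have moved, so this share does not measure robustness. Leaving out a hairpin cannot shift a gene's mean beyond the spread between hairpins. Several settings for low signals, marked spots and multiple probes left a gene's value unchanged. UNC50, CCND1, MMP7, AKR1B10, GAST and the Table 1 probe of MUC1 kept a negative log2 fold change under every scaling and background correction, with each hairpin left out, with marked spots kept and as the mean over a gene's probes. As every hairpin lowered these probes, leaving out a hairpin could not have changed the sign.

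The number of genes changed at least 1.5-fold on average (2509) and the number changed the same way with every hairpin (444) depended on the processing of dim probes, on the threshold and, for the first count, on adding a test. With normexp and quantile normalization they were 538 and 146, with low signals raised to the lowest signal well above background 1535 and 292, with no filter on dim probes 5361 and 980, and with only probes well above background on all 4 arrays 1132 and 224. At 2-fold they were 686 and 131, and with 1.5 read on the log2 scale 165 and 56. With the methods' t-test added the first count was 177, and over names that match RefSeq it was 1239. With each hairpin left out, the first count ranged from 2401 to 3748 and the second from 926 to 1698, which is larger by construction as fewer hairpins must pass. Beyond these constructions the cause was not tested.

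The split between lower and higher genes depended on the background correction, the treatment and filtering of dim probes, the hairpins used and, less, the scaling. The share of lower genes was 77.1% (574 higher, 1935 lower) and also 77.1% with median scaling (574 and 1934), 68.6% with quantile normalization (705 and 1539), 69.8% with the authors' processed values (680 and 1574), 59.9% with raised low signals (616 and 919) and 50.9% with normexp (264 and 274). The median over all genes moved by less than 0.1 under each of these. With the filter on all 4 arrays 503 genes were higher and 629 lower, with no filter 1993 and 3368, and without shR-554 915 and 1486. For genes changed the same way with every hairpin, the split of 135 higher and 309 lower became 122 and 102 with the filter on all 4 arrays, where more genes were higher than lower, 66 and 80 with normexp and 127 and 165 with raised low signals.

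Limma called 0 genes at an adjusted p under 0.05 (381 unadjusted). It called 4 with normexp and quantile normalization, all lower, among them ENTHD1 at an adjusted p of 0.0247 from limma and 3 transcripts without a gene symbol, and between 0 and 2 with each hairpin left out, the 2 being REG3A and REG3G without shR-554. The methods' t-test called 646 unadjusted and 0 after adjustment. Under the other alternatives limma called 0 genes.

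EGF was -0.32 with normexp and -0.20 with low signals raised, against -2.07, because it lies at background on the knockdown arrays, where these settings leave little difference. With normexp, MMP7 was -0.92 and MUC1 -0.55. MUC1 was -0.36 as the mean of its 2 probes and reversed to 0.77 on the second probe. With each hairpin left out, UNC50 ranged from -2.64 to -2.24, CCND1 from -1.51 to -1.12, MMP7 from -1.37 to -1.23, AKR1B10 from -2.85 to -1.83, MUC1 from -1.59 to -1.36, GAST from -2.55 to -1.46 and EGFR from -0.06 to 0.20. The low end for AKR1B10 came from leaving out shR-749, and the high end for GAST from leaving out shR-554. Among the gene lists, the MAPK activity median ranged from -0.28 to -0.10 and the ER stress median from 0.038 to 0.15 with each hairpin left out.

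A block for slide or scan could not be fitted with 1 slide and 1 scan. No paired analysis was possible because the groups share no replicate numbers. Signal over background limits EGF and many of the genes counted as lower, and the single mock array limits each comparison.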

Differences from the paper's values

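The paper reports 94 regulated genes after a statistical selection. The rule of 1.5-fold on average gave 2509 genes here, and 444 when every hairpin had to pass. For the count on average, no alternative set before the data were examined came within 1.5 times of the paper's number: the nearest were 165 genes with 1.5 read on the log2 scale and 177 with the methods' t-test added. For the count with every hairpin, the 2-fold threshold gave 131, which is within 1.5 times of 94, and the other alternatives did not, the nearest being 56 with 1.5 on the log2 scale and 146 with normexp.

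In Table 1, 21 values were compared and all 21 had the same sign here, with EGF compared only as a bound. Of the others, 4 differed by more than the spread between hairpins, which is not the error of a comparison made within the same array. For CCND1 with shR-467 the paper's value is -1.42 and the value here -0.91, and for MMP7 with shR-467 the paper's is -1.72 and the value here -1.32. For both, the authors' processed values gave the paper's number, and quantile normalization, median scaling, normexp, raised low signals, marked spots kept and the mean over a gene's probes did not. For MUC1 with shR-554 the paper's value is -1.27 and the value here -1.74, which quantile normalization (-1.47) and the authors' processed values brought within the spread, while the other 5 alternatives did not. For MUC1 with shR-749 the paper's value is -0.98 and the value here -1.28, and the authors' processed values alone gave the paper's number. GAST differed as well but stayed within its own wide spread between hairpins, so it was not counted. With shR-554 the paper's GAST value is -2.64 and the value here -3.32. With shR-749 the paper's is -0.67 and the value here -1.14. The authors' processed values gave -2.64 and -0.68.

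Table 1 gives MUC1 as lowered by knockdown with every hairpin. The second MUC1 probe was higher with all 3 hairpins, by 0.77 on average. The paper calls CCND1, EGF, MMP7, AKR1B10, MUC1 and GAST regulated, and limma called none of them at an adjusted p under 0.05, nor did it call UNC50. Besides the arrays, the paper reports real-time PCR of these genes after knockdown and after overexpression of UNC50, which was not analysed here. In the simulated data limma also called 0 of the 200 genes changed 4-fold. The missing calls therefore do not argue against the regulation of these genes.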

Other observations

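The gene lists, the comparisons with each array in turn and the correlations were planned, but what the first 2 would show under each explanation was written after their values were seen. The tests on the excess of falls and on the authors' processed values, and the gene lists with each array in turn as the lone one, were chosen after the results were seen.

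The mock array did not stand apart from the knockdown arrays. Set against the other 3, the shR-MOCK array gave 2509 genes changed at least 1.5-fold on average, shR-749 gave 3328, shR-467 gave 4338 and shR-554 gave 4866, so that 4 of the 4 choices gave a count at least as large as that of the mock array. Each choice used the genes kept by the filter set for the mock array. That filter does not treat the arrays alike, so these counts are not on equal terms. Chance as the source of the count cannot be excluded, and with 4 choices it could not have been. The same order of the mock array below the others held with quantile normalization (2244 against 3345, 4032 and 3936). In simulated arrays with no knockdown effect, in which each of the 25148 genes varied as it did between the hairpins, 3664 genes passed 1.5-fold on average and 1301 with every hairpin, both above the 2509 and 444 observed. This simulation counts effects of single hairpins as noise. Over the 21487 genes well above background on all 4 arrays, the SD of the log2 difference was 0.39, 0.43 and 0.42 between the mock array and shR-467, shR-554 and shR-749, and 0.52, 0.48 and 0.47 between pairs of hairpins. Each knockdown array was thus closer to the mock array than to either of the other knockdown arrays.

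Across genes, which are not independent replicates, the log2 fold changes of shR-467 and shR-554 had a Pearson r of 0.19, those of shR-467 and shR-749 0.29, and those of shR-554 and shR-749 0.43. The shared mock array alone gave a mean r of 0.49 in simulated unchanged arrays, and none of the 3 values exceeded it. The simulation lets the mock array vary as much as the hairpins do. That may not hold, since each knockdown array was closer to the mock array than to the others. The 3 values therefore do not decide whether a common change is present.

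More genes were lower than higher after knockdown. The filter on dim probes adds to this, since a gene seen on the mock array alone is kept and can only fall, and with no filter 3368 of 5361 changed genes were lower. To see whether signals near background give the rest, all genes were split by the midpoint of the mock value and the mean of the knockdown arrays, which weights both groups equally. A change still moves this midpoint, a fall towards the dimmer genes and a rise towards the brighter ones, so the shares below are partly set by the split itself. In the brighter 17402 genes 58.6% of the changed genes were lower (329 higher, 465 lower), against 63.6% in the dimmer 17403 (1664 higher, 2903 lower). In 4 groups of nearly equal size, from the dimmest to the brightest, the share was 54.9%, 77.1%, 63.4% and 46.7%. The test therefore does not decide, and neither signals near background nor an effect of the knockdown is excluded.

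The authors' processed values of 5 probes departed from the quantile normalization that gave the rest of their table. Of 42405 probes, 5 departed by more than 0.1 on any array and all 5 are among the 7 probes of Table 1. The largest departure among the 42398 other probes was 0.077. In detail, 11 of the 28 values of the Table 1 probes departed by more than 0.1: CCND1 by -0.49 with shR-467 and -0.13 with shR-749, EGF by -0.36 with shR-467 and 0.27 with shR-749, MMP7 by -0.32 with shR-467, MUC1 by -0.24 on the mock array and -0.22 with shR-467, and GAST by -0.36 on the mock array and -0.27, 0.26 and 0.11 with shR-467, shR-554 and shR-749. The departures went in both directions, and some made a fold change larger (CCND1) and others smaller (GAST). Quantile normalization gives arrays a common set of values, and 98.5% of the values of the other probes occur, to 5 decimals, in all 3 other columns of the table. Of the 28 values of the Table 1 probes, 14 do not, namely all 11 departing values and, with smaller departures, those of MMP7 with shR-554 and of MUC1 with shR-554 and shR-749. Outlier spots do not account for the 5 probes: with marked spots averaged in, 173 probes departed, and with these left out the 5 remained, only 1 of which (CCND1) has a marked spot. Another normalization of the arrays would move probes of similar brightness as well, yet the 100 probes nearest in brightness departed by a median of at most 0.00243. No other explanation was tested, and how the 5 probes came to differ is not known from these data. The fold changes given beside the paper's sentences come from the scanner's signals and do not use these values.

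The paper states that EGFR mRNA was unchanged, without naming the assay. On the arrays, the EGFR probe with the highest signal changed by 0.05 ± 0.28 (SD, n = 3 hairpins), and the 2 other EGFR probes by 0.19 ± 0.07 and 0.42 ± 0.14. ERBB2 changed by -0.02 ± 0.06 and ERBB3 by 0.23 ± 0.12. The ligand AREG was lower by -0.70 with shR-467 and higher by 0.80 and 0.71 with shR-554 and shR-749, and a second AREG probe did likewise. EREG changed by -0.66 ± 0.42, BTC by -0.29 ± 1.02, HBEGF by 0.37 ± 0.54 and TGFA by -0.11 ± 0.15. No ERBB4 probe was kept. The median over the 9 kept genes of the EGFR family and its ligands, 1 of which is EGF at background, was -0.02, at percentile 52.2 of the random lists. The reference gene ACTB changed by -0.01 ± 0.16 and, on a second probe, by 0.04 ± 0.06.

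Several hypotheses on the state of the cells were tested with the other lists. Lower signalling through EGFR and MAPK would lower the genes that follow MAPK activity. Their median over 9 genes was -0.09, at percentile 11.15 of the random lists. Among the lower members were DUSP6 at -0.85 ± 0.44, SPRY4 at -0.82 ± 0.26 and CCND1, which the study itself names. With shR-749 left out the median was -0.28, at percentile 0.41. With shR-467 or shR-554 left out it was at percentiles 16.53 and 12.02. Slower entry into S phase would lower G1/S genes, whose median was -0.10 at percentile 1.99. It was at percentile 13.83 with shR-554 left out, 1.5 with shR-467 left out and 0.45 with shR-749 left out. Fewer dividing cells would lower G2/M genes, whose median was -0.17 at percentile 0.08 and stayed at or below percentile 0.55 with each hairpin left out. However, with shR-749 as the lone array the median of the other 3 arrays stood 0.27 above it, at percentile 99.92. With shR-467 and shR-554 as the lone array it stood at -0.10 and 0.02, at percentiles 9.07 and 81.2. Of the knockdown arrays, shR-749 alone thus differed from the others in these genes at least as much as the mock array did. An interferon response to the hairpins would raise interferon genes, whose median was -0.14 at percentile 8.81. ER stress would raise its genes, whose median was 0.06 at percentile 84.12, 0.15 at percentile 99.76 with shR-554 left out, 0.13 at percentile 99.42 with shR-467 left out and 0.038 at percentile 58.8 with shR-749 left out. With shR-749 as the lone array, the median of the other 3 arrays stood at -0.10 against it, at percentile 0.62. With 1 mock array, none of these hypotheses can be decided.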
